A study of Mus musculus with 15 samples.

How the data were processed

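Bulk RNA sequencing of total RNA was analysed for 15 mouse bone marrow samples. The labels place them in 3 groups: 7 marrows with acute myeloid leukaemia (AML) of the genotype NUP98-NSD1/FLT3-ITD, 4 wild-type whole marrows and 4 wild-type lineage-negative marrows. Groups and replicate numbers were taken from the sample titles, and each column of the table was joined to its sample through the name in the sample description. The RNA was extracted with TRIzol and the libraries followed the TruSeq Stranded Total RNA protocol, per the labels.

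The deposited values have the unit signal: the authors divided estimated read counts per gene by one DESeq2 size factor per library, of the type called poscounts in the name of the table. They are called normalized counts here. The quantifier, the aligner and their versions are not stated, and neither is the strand used for counting, so reads of overlapping or antisense genes are not separated here. Reads of paralogs may have been split between them. The table held 38315 genes, of which 134 were at 0 in all 15 samples. No genome build is named. Of the gene identifiers, 38066 occur in a mouse GRCm38 annotation, and 37557 have the same length there, but 861 have the same start, so coordinates are given as in the table, with the end computed from start and length. The annotation was used for exonic lengths alone.

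In each library 77.4% to 84.0% of the low values were whole multiples of one step, the value of 1 read after scaling, within a tolerance of 0.02 of a step. The depth of each library was estimated as the total of the normalized counts divided by this step. Because the other values were not whole multiples, whole reads were not recovered. The tests planned on whole reads, DESeq2 and edgeR, were therefore not run. A floor of 3 reads corresponded to normalized counts of 1.96 to 4.09. The floors cover counting error only, since reads without molecular identifiers are not independent molecules. No binomial interval is given for shares of a library, because the reads are estimates. Size factors of the poscounts type recomputed from the deposited values had a correlation of 0.958 with the inverse of the step across the 15 libraries, a check of the table rather than a result. The ratio of recomputed to deposited factors ranged from 0.825 to 1.05.

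Genes were kept if the normalized count was at least 10 in at least 4 samples, which left 18941 genes, 14149 of them protein coding, and removed 19374. The log2 values with a pseudocount of 1 entered one limma fit of 3 group means (limma 3.58.1 in R 4.3.3, empirical Bayes with a mean-variance trend, two-sided tests). P-values were adjusted by the Benjamini-Hochberg method over the genes kept. A gene was called at an adjusted p under 0.05 and an absolute log2 difference of at least 1. The procedure was tested on simulated data, in which 187 of 200 changed genes and 5 unchanged genes were called. In a simulation with whole marrow scaled to lower values, the median log2 shift of 0.96 fell to −0.0014 after scaling by trimmed mean of M values (TMM), written for this purpose in R.

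The groups, the 3 comparisons, the tests, the gene lists, the naming rule and most alternatives were fixed before the data were examined. For each comparison the text names the 5 called genes with the largest and the 5 with the smallest log2 difference, among genes with a mean of at least 100 normalized counts over all samples and groups that did not overlap. Predicted genes with no symbol were skipped, between 0 and 10 per comparison and direction. One result under this rule is not reported here. The text also names 11 fixed genes and members of the fixed lists. The 11 genes were tested by exact permutation tests on mean log2 values, two-sided, in both comparisons with AML. Each test had 330 splits and a smallest possible p of 0.00303, and the 22 tests were adjusted together.

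Of 17 gene lists, 16 had at least 4 genes kept and were tested. The list of Hoxb genes had fewer and gave no test. The tests were camera with a preset correlation of 0.01 and, beside it, fry and camera with an estimated correlation, two-sided, adjusted over 48 tests for each method. Of the listed genes, 14 are in more than 1 list. Lists of MHC class II and dendritic cell genes were added after the data had been seen and are used in the closing part alone. Spread within groups was the Euclidean distance of each sample to its group mean over the genes kept, corrected for group size, and was compared by an exact permutation test. Principal components were computed on the centred log2 values.

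The alternatives were pseudocounts of 0.1 and 5, all genes with a non-zero value, genes with a mean of at least 50, TMM and quantile scaling, a fit of each pair of groups alone, a robust variance model, array weights, replicate number as a block, removal of sex-linked genes, and leaving out each library. Alternatives chosen after seeing the data were size factors recomputed on the genes kept, subtraction of a background per exonic kilobase, limma voom on estimated reads, and the presence of Xist, at least 1000 normalized counts, as a covariate.

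Silent genes were protein-coding genes with at most 2 estimated reads in every lineage-negative library. Their read density per exonic kilobase was compared between the X chromosome and the autosomes, leaving out genes above the 95 percentile, with 95% intervals from 1000 bootstrap draws. To see how often chance gives as many calls, the 2 groups of each comparison were split anew up to 100 times. Overlap between comparisons was set against 100 simulations with no group effect. Library replicates were checked for duplicates: within groups, Spearman correlations across the genes kept ranged from 0.944 to 0.988. The smallest chi-square per degree of freedom between libraries of a group, across 12682 genes, was 16.9. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Sequence variants, splicing, and reads of the transgenes themselves were not analysed here.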

Results

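Transcript levels were measured by bulk sequencing of total RNA in 15 mouse bone marrow samples. AML marrow was taken from 7 mice carrying NUP98-NSD1 and FLT3-ITD. NUP98-NSD1 joins a nucleoporin gene to a histone methyltransferase gene, and FLT3-ITD is an internal tandem duplication in the gene of the receptor tyrosine kinase FLT3. The reference groups were 4 wild-type whole marrows and 4 wild-type lineage-negative marrows, which are depleted of cells with surface antigens of mature blood lineages. The estimated depth of AML replicates 1 to 7 was 23.0, 25.8, 21.4, 35.1, 25.8, 20.3 and 21.8 M reads (M, mega). In replicates 1 to 4 it was 11.4, 14.4, 17.2 and 13.1 M reads for whole marrow, and 23.2, 23.1, 20.3 and 28.1 M reads for lineage-negative marrow. Every whole marrow library was thus shallower than every library of the other two groups. All values are normalized counts, and errors are standard deviations over 7 AML, 4 whole and 4 lineage-negative samples.

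The scaling of the table differed between groups. Totals of normalized counts were 10221001 to 19285222 in whole marrow, 23507741 to 29658616 in AML and 17878782 to 21031114 in lineage-negative marrow. Over the 18941 genes kept, the median log2 difference was 0.67 for AML against whole marrow, 0.02 for AML against lineage-negative marrow and 0.59 for lineage-negative against whole marrow. After TMM scaling these medians were −0.01, 0.03 and −0.09. Differences against whole marrow are therefore also given relative to the median of all genes, called relative differences. Whole marrow had fewer genes listed at 0, 7.12% to 15.7% of the table, against 35.7% to 41.0% in lineage-negative marrow. AML replicates 5 and 6 had 29.1% and 23.6%, and the other AML libraries 38.2% to 41.4%. The mean normalized count of 1452 olfactory and vomeronasal receptor genes was 9.62 ± 2.72 (SD, n = 4) in whole marrow and 0.446 ± 0.0562 (SD, n = 4) in lineage-negative marrow. In AML it was 3.81 in replicate 6, 1.33 in replicate 5 and 0.465 to 0.746 in the others. Among the genes kept, 612 were silent in lineage-negative marrow, and 514 of these were called lower in AML than in whole marrow.

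**Figure D1:**
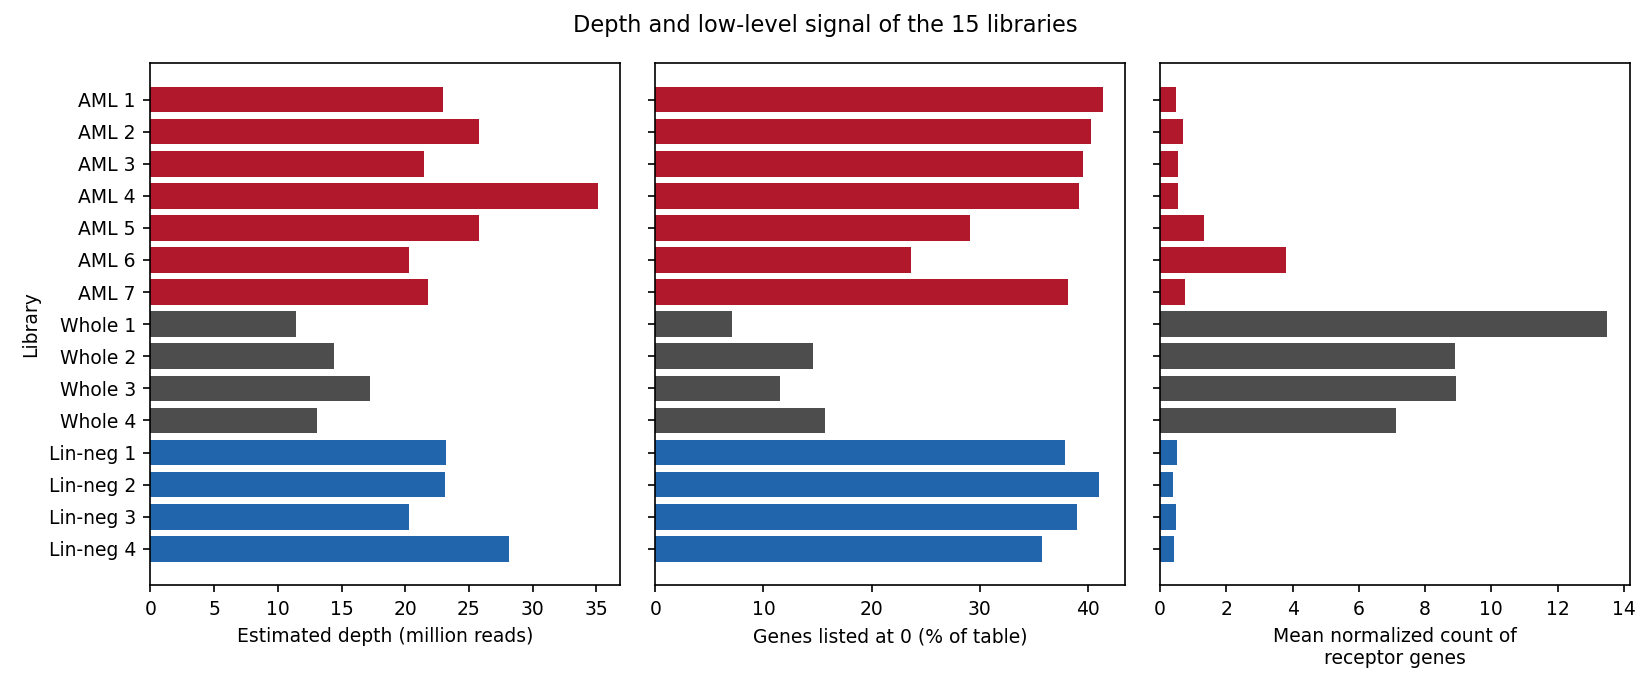
Estimated depth in M reads, percent of genes listed at 0, and mean normalized count of 1452 receptor genes, with one bar per library and groups by colour. The 4 whole marrow libraries have 11.4 to 17.2 M reads, and their receptor means of 7.14 to 13.5 lie above those of the other 11 libraries, of which AML replicate 6 is highest at 3.81.

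The libraries separated by group. The first principal component held 39.7% of the variance and ran from whole marrow, at −146 to −109, through AML, at −51.7 to 19.7, to lineage-negative marrow, at 109 to 146. The second component held 31.4% and separated AML, at 45.6 to 107, from whole marrow, at −101 to −58.8, and from lineage-negative marrow, at −82.7 to −67.1. AML replicate 6 lay nearest to whole marrow on the first component, at −51.7. It also had the highest receptor mean of the AML libraries, 3.81. Whether such low-level signal moved it toward whole marrow was not tested. With TMM scaling the shares were 42.8% and 29.99%. The distance of libraries to their group mean was 98.5 ± 17.98 in AML (SD, n = 7), 77.1 ± 21.4 in whole marrow (SD, n = 4) and 81.8 ± 12.4 in lineage-negative marrow (SD, n = 4). AML exceeded whole marrow by 21.4, with p = 0.124, and lineage-negative marrow by 16.7, with p = 0.127, in exact two-sided permutation tests over 330 splits each. The alternative that moved the first most was keeping all genes with a non-zero value, which turned it to −7.02, and a pseudocount of 0.1 gave 48.2, with an exact p of 0.00303. A pseudocount of 5 brought the difference to 10.6, with an exact p of 0.358. With TMM scaling it was 27.1, with an exact p of 0.0303, and with quantile scaling 1.57, with an exact p of 0.909. Without whole marrow replicate 1 the difference was 39.0, with an exact p of 0.00833, and without whole marrow replicate 3 it was 12.3. With genes of a mean of at least 50 it was 6.12. The difference from lineage-negative marrow moved most with all genes, to 31.1, and was 4.93 with that filter, 9.75 without AML replicate 6 and 9.94 without lineage-negative replicate 3.

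**Figure D2:**
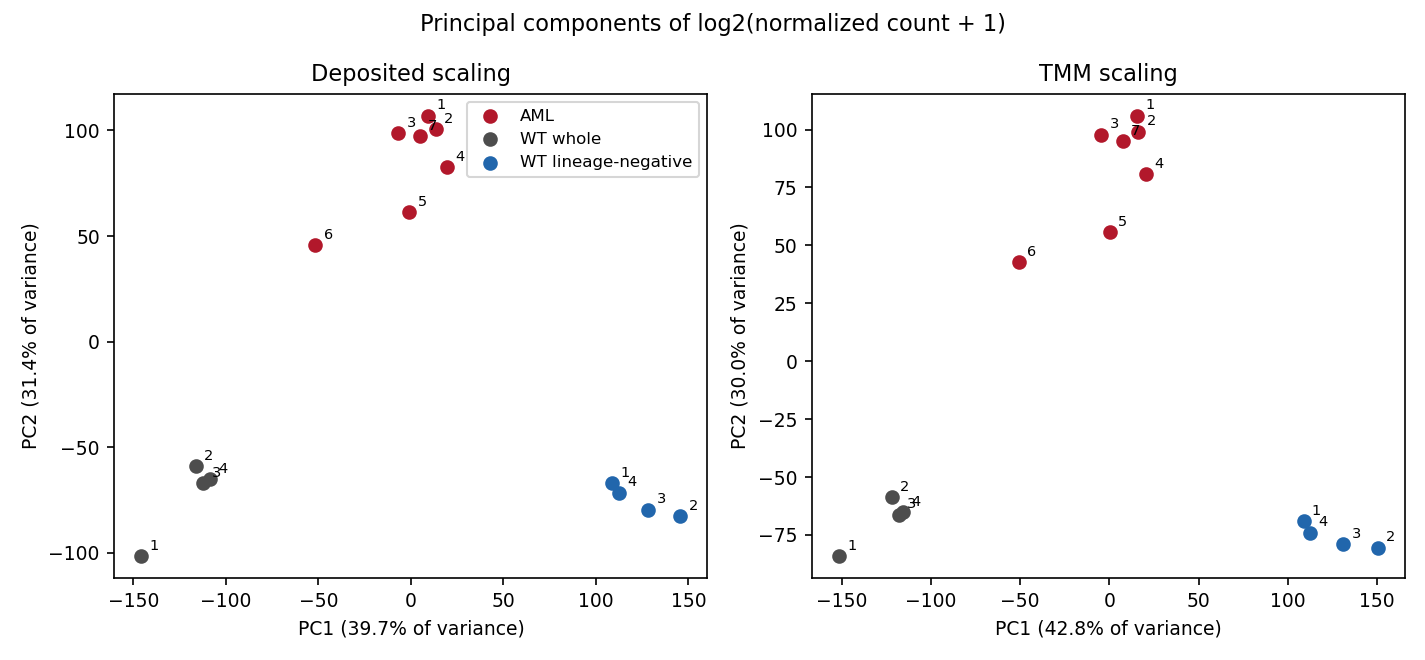
First and second principal components of the log2 normalized counts, with the percent of variance on each axis, one point per library labelled with its replicate number, under the deposited scaling and TMM scaling. The 3 groups lie apart under both, and AML replicate 6 lies closest to whole marrow on the first component, at −51.7 under the deposited scaling.

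The comparison of AML with whole marrow addressed how leukaemic marrow differs from normal marrow of mixed maturity. Of 18941 genes tested, 5167 were called higher and 2132 lower, so 70.8% of the calls were higher. Among 14149 protein-coding genes, 4122 were higher and 1605 lower. The direction of the balance rested on the scaling: with TMM 896 genes were higher and 3035 lower, with 22.8% of the calls higher. All 896 higher genes and 2132 lower genes were shared by both scalings. TMM does not remove the low-level signal of whole marrow. After background subtraction with TMM, chosen after seeing the data, 2289 genes were lower, and 1736 of these were among the 2132. The alternative that moved the higher count most was voom on estimated reads with TMM, chosen after seeing the data, with 757 genes. The lower count moved most when all genes with a non-zero value were tested, to 11289. Without whole marrow replicate 1, 3179 genes were higher.

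Under the naming rule, the largest rises against whole marrow included those of Pdcd1, Rnase2a, Tlr11 and Ms4a4a. Pdcd1 (ENSMUSG00000026285, chromosome 1, 93966027 to 93980278) had 334 ± 413 normalized counts in AML (SD, n = 7) and 8.15 ± 4.69 in whole marrow (SD, n = 4). Its log2 difference was 4.58 (SE 0.69, adjusted p = 2.37e-05), 3.90 relative to all genes, and all 7 AML libraries lay above every whole marrow library. The AML mean of Pdcd1 was 186 without replicate 6, which had 1225 normalized counts. Rnase2a had a log2 difference of 4.55, 3.88 relative to all genes, and its AML mean fell from 230.5 to 72.7 without replicate 6. Tlr11 had a log2 difference of 4.00, 3.32 relative, and its AML mean fell from 307 to 139.8 without replicate 3. Ms4a4a had a log2 difference of 3.97, 3.30 relative to all genes. Rnase2a and Ms4a4a have close paralogs, so their values are uncertain. These 4 genes were called with TMM scaling, and Pdcd1 and Rnase2a were not called by voom on estimated reads.

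The 5 largest falls in AML against whole marrow were those of Ear1, Ear6, Hba-a2, Hba-a1 and Hbb-bs. Ear1 (ENSMUSG00000072601, chromosome 14, 44056222 to 44112974) had 11.9 ± 8.42 normalized counts in AML (SD, n = 7) and 5674 ± 1852.5 in whole marrow (SD, n = 4). Its log2 difference was −9.06 (SE 0.59, adjusted p = 2.18e-09), and all 7 AML libraries lay below every whole marrow library. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103475741 to 103477303) had 3914.5 ± 4598 normalized counts in AML (SD, n = 7) and 654850 ± 219380 in whole marrow (SD, n = 4). For Hbb-bs the log2 difference was −8.40 (SE 0.88, adjusted p = 6.17e-07), with all 7 AML libraries below. The AML mean of Hbb-bs was 2452 without replicate 3. The log2 differences were −8.96 for Ear6, −8.52 for Hba-a2 and −8.50 for Hba-a1. Relative to all genes, the 5 differences ran from −9.73 to −9.08. Without AML replicate 3 the AML means of Hba-a2 and Hba-a1 were 1100.0 and 1156 normalized counts, against 1849.8 and 1933 with it. Ear1 and Ear6, and the hemoglobin genes, are groups of similar sequence, so the division of reads between members is uncertain.

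The comparison of AML with lineage-negative marrow addressed how leukaemic marrow differs from immature normal marrow. It gave 3359 higher and 2373 lower genes, with 58.6% of the calls higher. TMM scaling gave 3337 higher and 2346 lower genes, of which 3317 and 2337 were shared with the deposited scaling. Among protein-coding genes, 2529 were higher and 1969 lower. The largest move was a mean filter of 50, with 2225 higher genes.

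The 5 largest rises against lineage-negative marrow were those of Sirpb1c, Chil3, Sirpb1a, Olfm4 and Camp. Sirpb1c (ENSMUSG00000074677, chromosome 3, 15849309 to 15902692) had 2232 ± 771 normalized counts in AML (SD, n = 7) and 3.83 ± 3.96 in lineage-negative marrow (SD, n = 4), the latter 1.98 without replicate 1. This was a log2 difference of 9.22 (SE 0.44, adjusted p = 1.80e-11), with all 7 AML libraries above every lineage-negative library. Sirpb1a was at or under the floor in all 4 lineage-negative libraries and at least 267-fold higher in AML, where it had 665.6 ± 236 normalized counts (SD, n = 7). Sirpb1a and Sirpb1c are paralogs, so their separation is uncertain. Chil3 rose by a log2 difference of 8.24, and its AML mean was 55248 without replicate 6 against 83392 with it. Olfm4 rose by a log2 difference of 7.89, and its lineage-negative mean was 23.5 without replicate 1 against 35.6 with it. Camp (ENSMUSG00000038357, chromosome 9, 109676447 to 109678685) rose by a log2 difference of 7.74 (SE 0.64, adjusted p = 8.65e-09), in all 7 AML libraries. It had 47592 ± 13688 normalized counts in AML (SD, n = 7) and 458 ± 518 in lineage-negative marrow (SD, n = 4), or 219 without replicate 1. Whole marrow means were 38707 for Camp, 33366 for Chil3, 2925 for Olfm4, 513 for Sirpb1c and 179 for Sirpb1a. Against whole marrow Camp was not called, at 0.347 (limma adjusted p = 0.647). Removal of mature cells from the reference can therefore account for part of these rises.

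The 5 largest falls against lineage-negative marrow were those of Car1, Pklr, Sh2d4a, Epx and Slc25a21. Car1 (ENSMUSG00000027556, chromosome 3, 14831276 to 14873428) had 46.7 ± 33.0 normalized counts in AML (SD, n = 7) and 10963 ± 2215 in lineage-negative marrow (SD, n = 4). Its log2 difference was −8.48 (SE 0.69, adjusted p = 7.14e-09), with all 7 AML libraries below every lineage-negative library. Pklr (ENSMUSG00000041237, chromosome 3, 89043449 to 89054091) had 7.23 ± 3.68 normalized counts in AML (SD, n = 7) and 1721 ± 179 in lineage-negative marrow (SD, n = 4). Pklr thus fell by a log2 difference of −7.99 (SE 0.50, adjusted p = 2.42e-10), again with all 7 AML libraries below. Pklr was listed at 0 in AML replicate 1. The log2 differences were −7.68 for Sh2d4a, −7.57 for Epx and −7.50 for Slc25a21. The AML mean of Sh2d4a was 0.673 without replicate 6 against 1.28 with it, both under the floor. That of Slc25a21 was 2.48, also under the floor. With the AML means set to the floor, the falls of Sh2d4a and Slc25a21 would be 119-fold and 146-fold. The lineage-negative mean of Epx was 3263 without replicate 4 against 5376 with it.

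The normal groups were compared to show what depletion of mature cells changes. In lineage-negative against whole marrow, 6266 genes were higher and 3259 lower, with 65.8% of the calls higher. TMM scaling gave 2076 higher and 4691 lower genes, or 30.7% higher, and shared 2076 and 3259 genes with the deposited scaling. Background subtraction with TMM gave 4082 lower genes, of which 2914 were among the 3259. Of the 3259, 606 were silent genes, which are chosen for low values in lineage-negative marrow. Among protein-coding genes, 5175 were higher and 2410 lower. The count of lower genes moved most when all genes with a non-zero value were tested, to 12497.

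The 5 largest rises in lineage-negative against whole marrow were those of Mc5r, Shank3, Scin, Slc22a3 and Muc13. Mc5r (ENSMUSG00000007480, chromosome 18, 68470667 to 68475517) had 589.6 ± 157 normalized counts in lineage-negative marrow (SD, n = 4) and 29.4 ± 5.36 in whole marrow (SD, n = 4). Its log2 difference was 4.26 (SE 0.49, adjusted p = 8.61e-07), 3.67 relative to all genes, and all 4 lineage-negative libraries lay above. The log2 differences were 4.08 for Shank3, 4.04 for Scin, 4.04 for Slc22a3 and 3.93 for Muc13, and from 3.34 to 3.49 relative to all genes. The 5 largest falls were those of Apol11a, Apol11b, Hbb-bs, Fpr1 and Cstdc4. Apol11a (ENSMUSG00000091650, chromosome 15, 77392471 to 77402251) was at or under the floor in all 4 lineage-negative libraries and at least 190-fold lower than in whole marrow, where it had 474 ± 151 normalized counts (SD, n = 4). Fpr1 (ENSMUSG00000045551, chromosome 17, 18096733 to 18104202) had 7.57 ± 5.65 normalized counts in lineage-negative marrow (SD, n = 4) and 1630.5 ± 564 in whole marrow (SD, n = 4). Fpr1 differed by −7.86 on the log2 scale (SE 0.60, adjusted p = 1.74e-08), −8.45 relative to all genes, with all 4 lineage-negative libraries below. The log2 differences were −8.50 for Apol11b, −7.92 for Hbb-bs and −7.80 for Cstdc4. Without replicate 1 the lineage-negative means were 5.69 for Apol11b, against 18.6 with it, and 1567 for Hbb-bs, against 4835.5 with it. That of Cstdc4 was 0.890 without replicate 3 against 1.55 with it. Apol11a and Apol11b, and Cstdc4, belong to families of similar genes, so their values are uncertain.

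**Figure D3:**
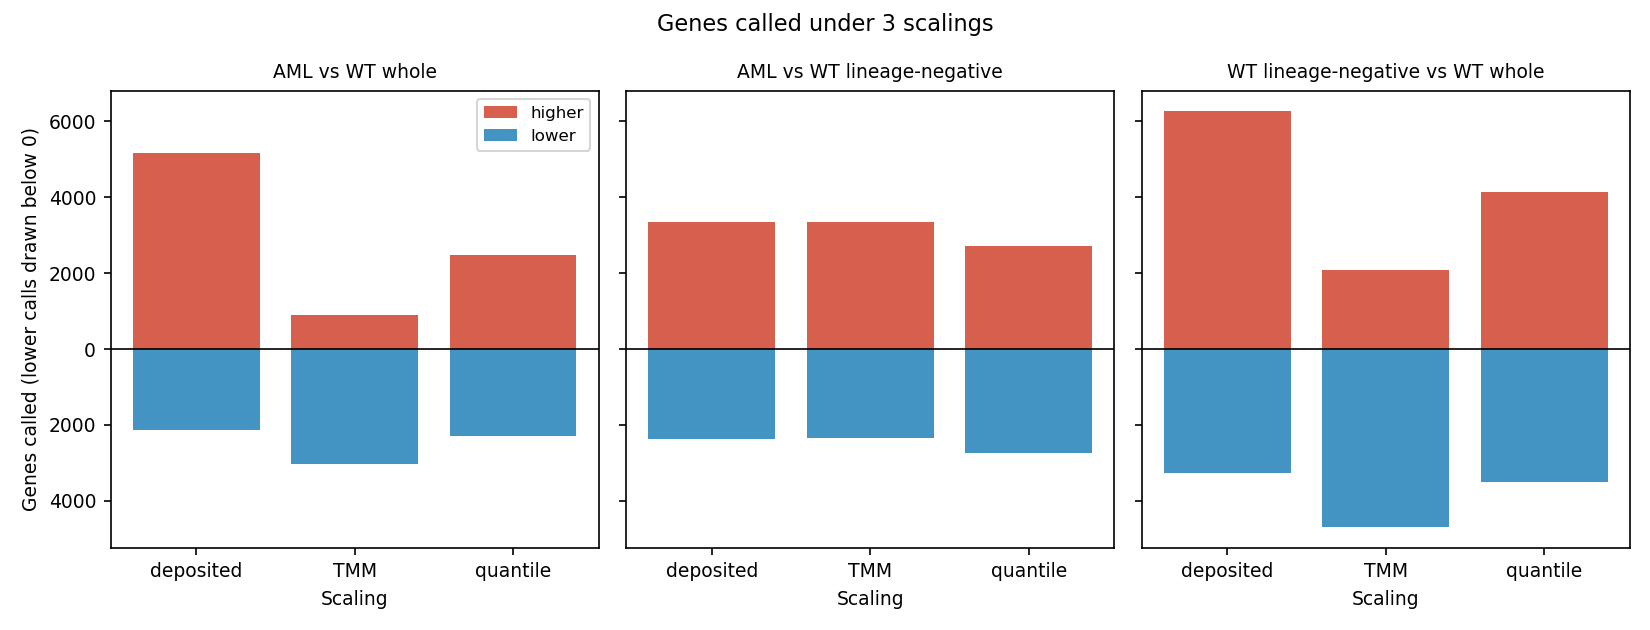
Number of genes called higher, above 0, and lower, drawn below 0, in the 3 comparisons under the deposited, TMM and quantile scalings. Against whole marrow the higher calls for AML fall from 5167 to 896 with TMM, while against lineage-negative marrow they number 3359 and 3337.

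Genes differing from both normal groups separated AML from mature and from immature marrow. In AML 1363 genes were higher than in both normal groups and 591 were lower, while 420 were called in opposite directions. Independent calls would give 916 and 267. With TMM the counts were 534 higher, 812 lower and 342 opposite, and 532 higher and 582 lower genes were shared by both scalings. After background subtraction with TMM 626 genes were lower, and 481 of these were among the 591. The higher count moved most with voom on estimated reads, to 471, and the lower count with a mean filter of 50, to 285. Both comparisons share the AML libraries. In 100 simulations with no group effect, no gene was called in both, although the correlation of log2 differences across genes averaged 0.363, with a range of 0.317 to 0.393. Simulations without group effects hold no real differences to call, so the lack of shared calls was set in advance. It does not show how many of the 1363 and 591 genes come from the shared libraries. In the data Pearson's r across genes was 0.238, where genes are not independent replicates, and 51.8% of genes had the same sign, where the simulations averaged 61.8%.

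The genes of the genotype and homeobox genes associated with NUP98 fusions had been listed in advance. In the limma fit the 11 genes gave 10 calls over both comparisons with AML. A mean filter of 50, which left out Hoxa5, Hoxa10 and Nkx2-3, left 6 calls. Flt3 (ENSMUSG00000042817, chromosome 5, 147267551 to 147337299) had 2975 ± 1219 normalized counts in AML (SD, n = 7), 273 ± 71.4 in whole marrow (SD, n = 4) and 1728 ± 289.9 in lineage-negative marrow (SD, n = 4). Against whole marrow its log2 difference was 3.33 (SE 0.33, adjusted p = 3.41e-07), 2.65 relative to all genes, with all 7 AML libraries above and an exact p of 0.00303, the smallest possible. Against lineage-negative marrow it was 0.65 (SE 0.33, adjusted p = 0.119), with 5 of 7 AML libraries above all lineage-negative libraries and an exact p of 0.148. Nup98 and Nsd1 differed from whole marrow by log2 differences of 0.82 and 0.86, or 0.15 and 0.19 relative to all genes, and from lineage-negative marrow by −0.19 and −0.32. Against whole marrow both had an exact p of 0.00303, 0.00833 after adjustment over the 22 tests, and 0.239 and 0.115 unadjusted with TMM. Against lineage-negative marrow the exact p was 0.136 for Nup98 and 0.0212 for Nsd1, the latter 0.0389 after adjustment. Nsd1 was called against whole marrow without whole marrow replicate 4, at 1.02. Whether reads of mutant alleles are included in these values was not analysed here.

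Against whole marrow, Hoxa7 (ENSMUSG00000038236, chromosome 6, 52191471 to 52198834) was higher in AML, with 150.1 ± 48.6 against 38.3 ± 13.4 normalized counts (SD, n = 7 and n = 4). Its log2 difference was 1.93 (SE 0.28, adjusted p = 1.54e-05), 1.26 relative to all genes, with all 7 AML libraries above and an exact p of 0.00303. Hoxa9 had a log2 difference of 1.17 (SE 0.29, adjusted p = 0.00193), with 6 of 7 AML libraries above and an exact p of 0.0152. It was 0.50 relative to all genes, was not called with TMM, where it was 0.48, and was not called without whole marrow replicate 4, at 0.98. Nkx2-3 was lower by −1.67 (SE 0.57, adjusted p = 0.0162), with 6 of 7 AML libraries below and an exact p of 0.0303, which was 0.0513 after adjustment over the 22 tests. Its call was lost without whole marrow replicate 1, at −1.35, and replicate 3, at −1.52, and its AML mean of 1.5, or 0.649 without AML replicate 5, lay under the floor. Hoxa5, Meis1 and Pbx3 differed by 0.42, 0.58 and 0.15, and TMM scaling turned these to −0.22, −0.11 and −0.54. Without whole marrow replicate 1, Pbx3 was at −0.008. Hoxa10 and Prdm16 differed by −0.59 and −0.51, or by −1.26 and −1.18 relative to all genes, and Prdm16 was called lower with TMM.

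Against lineage-negative marrow, 6 of the homeobox and cofactor genes were lower in AML. Meis1 (ENSMUSG00000020160, chromosome 11, 18829817 to 18968985) had 254 ± 90.8 against 1055 ± 222 normalized counts (SD, n = 7 and n = 4). Meis1 thus differed by −2.10 on the log2 scale (SE 0.25, adjusted p = 9.36e-07), with all 7 AML libraries below and an exact p of 0.00303. The log2 differences were −1.28 for Hoxa5, −1.5 for Hoxa9, −1.99 for Hoxa10, −1.70 for Prdm16 and −3.83 for Nkx2-3. Exact p-values were 0.00606 for Hoxa5, 0.0121 for Hoxa10 and 0.00303 for the others. All 6 were called with TMM scaling. The call of Hoxa5 was lost without lineage-negative replicate 2, at −1.18. Hoxa7 at −0.52 and Pbx3 at 0.39 were not called, with exact p-values of 0.0788 and 0.0636.

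**Figure D4:**
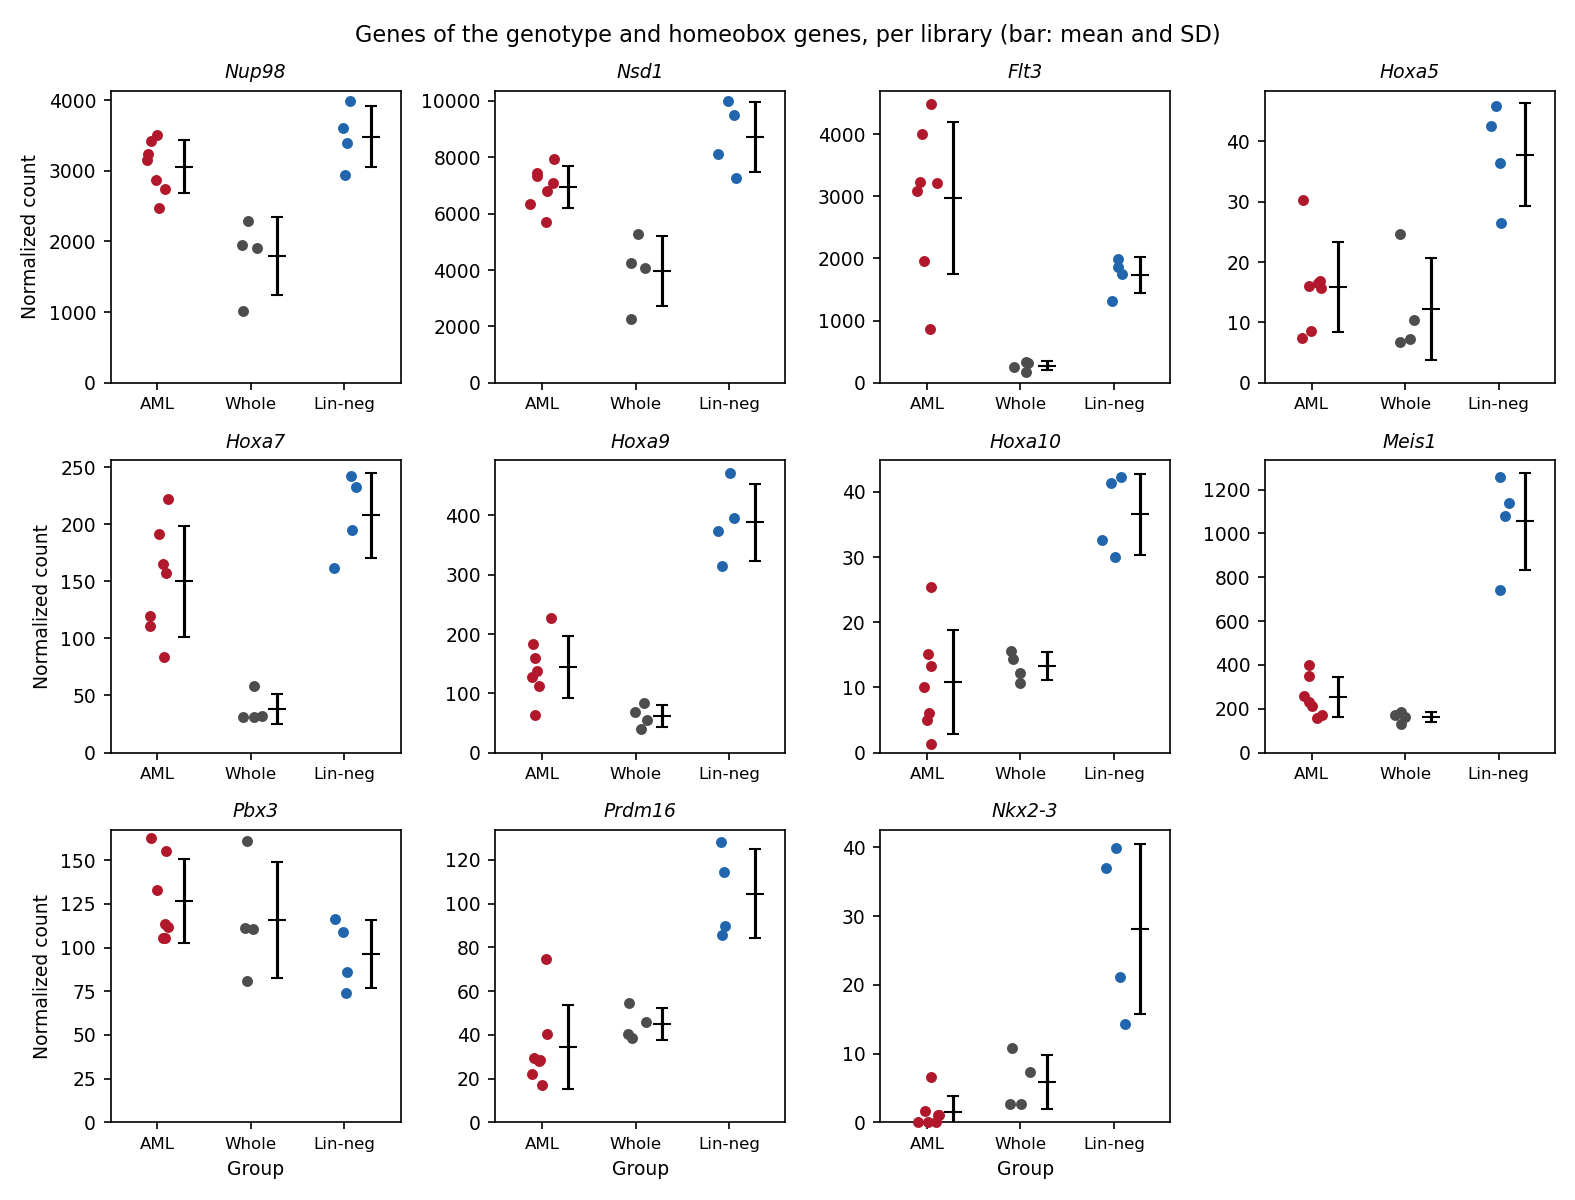
Normalized counts of the 11 fixed genes in each library of the 3 groups, with bars for the mean and standard deviation. All 7 AML libraries lie above whole marrow for Flt3 and Hoxa7, and below lineage-negative marrow for Meis1.

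Of the 16 lists tested, camera called 9 in AML against whole marrow, 11 in AML against lineage-negative marrow and 10 between the normal groups. Of these, 6, 11 and 10 were also called by fry in the same direction. With the correlation estimated per list, no list was called in any comparison, and 5, 5 and 3 lists had an unadjusted p under 0.05. That setting moved the counts most. List medians are given relative to the median of all genes, and TMM scaling left the direction of each of them as it was.

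Erythroid genes were lower in AML, with a relative median of −7.43 against whole marrow (camera adjusted p = 1.01e-27). All 19 genes kept were called lower, and 19 had an adjusted p under 0.05 both over all genes and adjusted over the list alone. The relative medians were −4.29 against lineage-negative marrow and −2.74 between the normal groups. Against lineage-negative marrow 12 of 19 genes were called lower. Those not called were Hbb-bs, Hba-a2, Alas2 and Slc4a1, at −0.48, −0.77, −0.51 and −1.40, and Hba-a1, Hbb-bt and Tfrc, at −1.525, −1.034 and −0.864. Klf1 had 17.2 ± 10.1 normalized counts in AML (SD, n = 7), 1531 ± 411 in whole marrow (SD, n = 4) and 1839 ± 211 in lineage-negative marrow (SD, n = 4). Mast cell, basophil and eosinophil genes had relative medians of −3.31 and −5.16 against whole and lineage-negative marrow, with 12 and 11 of 13 genes called lower, and −1.07 between the normal groups (−0.62 without lineage-negative replicate 2), which camera did not call. Megakaryocyte and platelet genes had −2.77 and −2.07, with 12 and 8 of 14 genes lower and 0 and 2 higher, and −0.54 between the normal groups, or −0.13 without lineage-negative replicate 1.

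Monocyte and macrophage genes were higher in AML, by relative medians of 1.25 against whole marrow (camera adjusted p = 1.71e-04) and 2.13 against lineage-negative marrow. Of 15 genes, 14 were called higher against whole marrow, and 14 had an adjusted p under 0.05 over all genes and 15 adjusted over the list alone. With TMM 8 of the 15 were called higher, and 10 had an adjusted p under 0.05 over all genes. Csf1r had 11172 normalized counts in AML and 2261.5 in whole marrow, and Ccr2 had 29740 and 6129.7. Between the normal groups the relative median was −1.02. Late neutrophil granule genes had −0.86 against whole marrow. Under the deposited scaling 0 of 14 genes were called and 0 had an unadjusted p under 0.05, and with TMM 2 were called lower, Cxcr2 at −1.37 and Csf3r. Camera called this list with an adjusted p of 0.0402 and fry did not. The call was lost with TMM and in 5 fits that each left out one library, namely AML replicate 2, 3, 4 or 5 or whole marrow replicate 2, at −0.78, −0.81, −0.72, −0.83 and −0.71. Against lineage-negative marrow the list was higher by 6.94 (camera adjusted p = 1.08e-12), with 14 of 14 genes called, and it was −7.71 between the normal groups. Early neutrophil granule genes had −0.57, −0.96 and 0.55, and were not called by camera in any comparison. The first was −0.37 without AML replicate 7.

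B cell genes were lower in AML than in whole marrow, at −3.38 with 14 of 17 genes called, and higher than in lineage-negative marrow, at 2.62 with 12 genes called higher and 1 lower. Between the normal groups they were at −5.87. T and NK cell genes had relative medians of 0.29, which was not called and was 0.009 without AML replicate 3, 0.15 without replicate 6 and 0.19 without replicate 2, then 2.603 and −2.43. Lineage antigen genes had 0.30, not called, then 3.70 and −3.33. The first was −0.07 without AML replicate 3 and 0.45 without AML replicate 1. Stroma and endothelium genes had −1.69, 1.20 and −2.58, of which camera called the first and the third, and neither with TMM. Fry called the second and the third, and with TMM all 3.

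Stem and progenitor genes had a relative median of −0.89 against whole marrow, called by camera and not by fry, with 4 genes called higher and 3 lower. With TMM fry also called these genes, with an adjusted p of 2.44e-05, 6 of them lower and 2 higher. They had −2.33 against lineage-negative marrow (camera adjusted p = 4.27e-06), with 11 of 16 genes called lower and 2 higher. Between the normal groups the median was 1.39. Kit had 1057 ± 437 normalized counts in AML (SD, n = 7), 749 ± 230.5 in whole marrow (SD, n = 4) and 6073 ± 661 in lineage-negative marrow (SD, n = 4). Genes associated with STAT5 had 0.35 against whole marrow, or 0.18 without AML replicate 6, and were not called by camera. Fry called them higher with an adjusted p of 0.0148, with 5 of 12 genes called higher and 2 lower. With TMM the fry direction was lower, with an adjusted p of 0.604, and 1 gene was called higher and 3 lower. The STAT5 genes had 1.52 against lineage-negative marrow with 7 of 12 genes higher, and −1.09 between the normal groups. Socs2 had 691 ± 382 normalized counts in AML (SD, n = 7), 59.2 ± 10.4 in whole marrow (SD, n = 4) and 29.7 ± 12.5 in lineage-negative marrow (SD, n = 4). Mitosis genes had −0.69, −0.31 and −0.34, with 0 of 18 genes called in each comparison. At an unadjusted p under 0.05 there were 4, 1 and 6 genes. With TMM 3 of 18 genes were called lower against whole marrow, 14 had an adjusted p under 0.05, and camera and fry called the list. Camera also called it under the deposited scaling in 6 of 15 leave-one-out fits, at −0.73 to −0.69. The second was −0.16 without AML replicate 3, and the third −0.22 without lineage-negative replicate 3.

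The list of 5 Hoxa genes kept had −0.25, −1.31 and 1.12 and was not called by camera in any comparison with all libraries. Fry called it in all 3, as higher, lower and higher, with adjusted p of 0.0228, 0.00154 and 5.31e-05. Against lineage-negative marrow the camera adjusted p was 0.0513, and 5 of 15 leave-one-out fits gave a call, at −1.47 to −1.31. The first was −0.52 without whole marrow replicate 2 and 0.06 without whole marrow replicate 4. With TMM the first fry call was lost, with an adjusted p of 0.690. The list of the 11 fixed genes had −0.09, then −1.31 and 1.12, both called by camera and fry. The first was not called by camera, while fry called it higher with an adjusted p of 0.00358, and 0.768 with TMM. Its first value was 0.06 without whole marrow replicate 4 and −0.20 without AML replicate 5. Sex-linked genes had −6.34, −3.98 and −2.11, and the second and the third became −6.28 and −0.56 without lineage-negative replicate 4. Xist was present in 5 of 7 AML, 0 of 4 whole and 1 of 4 lineage-negative libraries, at 12308 to 46318 normalized counts, against 1.23 to 34.3 in the other 9 libraries. The groups therefore differed in the share of libraries with Xist.

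**Figure D5:**
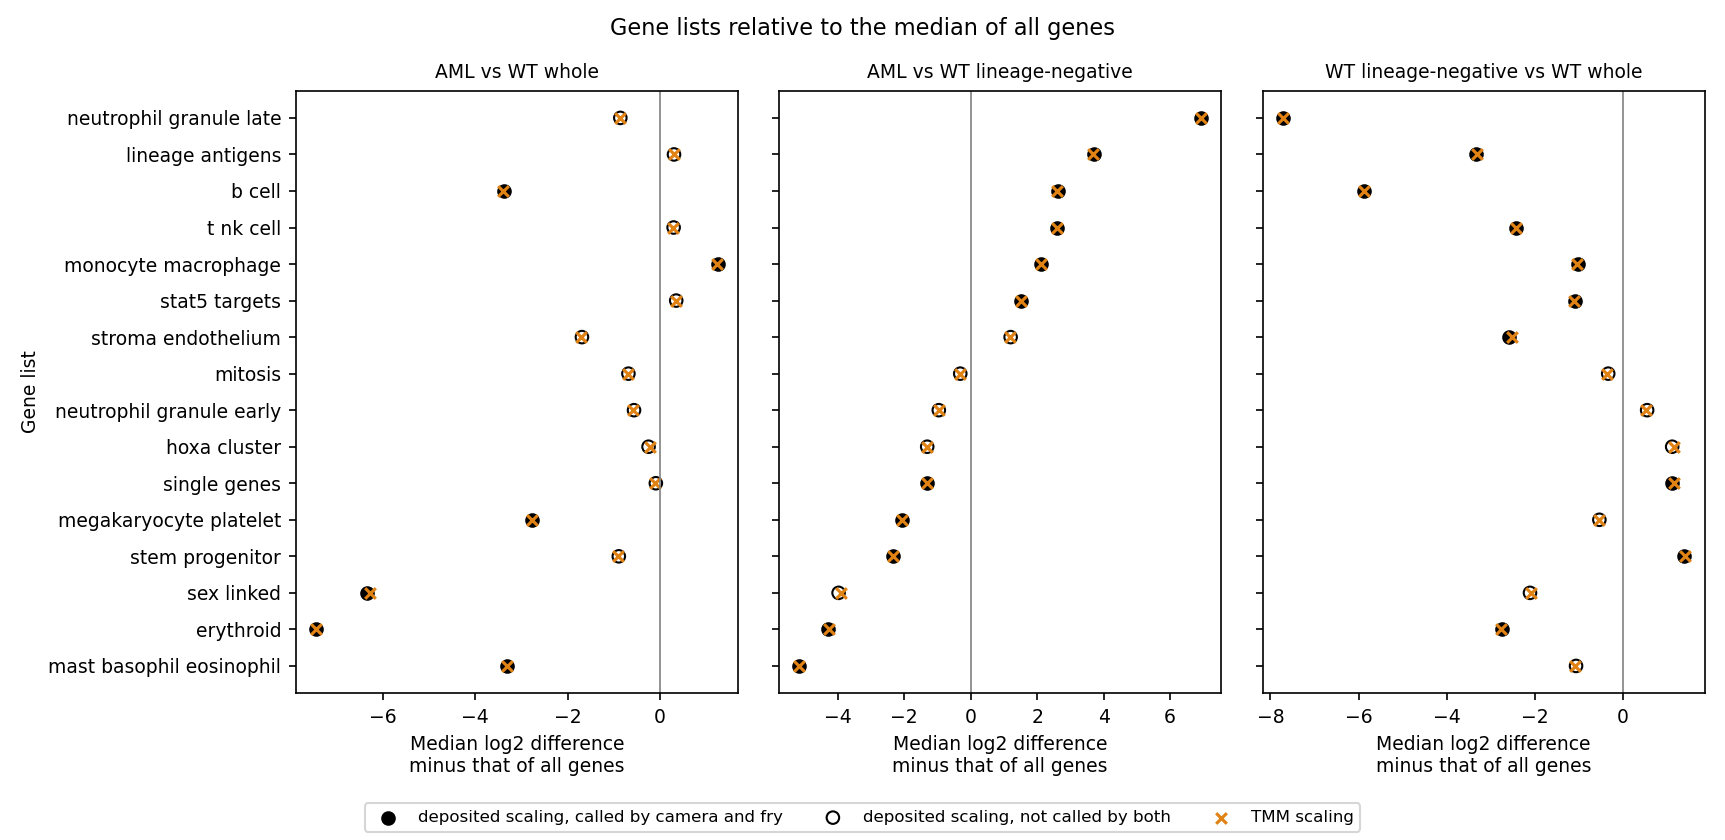
Median log2 difference of each of 16 gene lists minus the median of all genes, in the 3 comparisons, under the deposited scaling (circles, filled where camera and fry both called the list) and TMM scaling (crosses). Erythroid genes lie at −7.43 and −4.29 in AML against whole and lineage-negative marrow, and late neutrophil granule genes at −0.86 and 6.94.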

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

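Dixon's test for a library that stands apart was run on 159 groups of values, from 46 genes and 7 measures per library, and singled out 19, where chance gives about 7.95 at 1 in 20. By library, 7 were in whole marrow replicate 1, 5 in AML replicate 3, 2 each in AML replicate 1 and lineage-negative replicate 1, and 1 each in AML replicate 4, whole marrow replicate 3 and lineage-negative replicate 3. Of the 46 genes, 6 MHC class II and dendritic cell genes were added after their values had been seen. Among these, Cd74, H2-Aa and H2-Ab1 were singled out in AML replicate 3 and whole marrow replicate 1, and Ciita in AML replicate 3. Part of the excess over chance therefore comes from that choice. The tests of sequencing depth in whole marrow, scaling in whole marrow replicate 1, dendritic cell genes in AML replicate 3, the share of Cd74 that B cells account for, Pklr and Epx in AML replicate 1, depth in AML replicate 4, and late neutrophil granule genes in lineage-negative replicate 1 were chosen only after the result was seen. The labels name no difference between samples of one group, so no biological explanation was tested for a single library unless stated.

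Whole marrow replicate 1 was the lowest of its group in 7 measures. Its total of normalized counts was 10221000, against 17865000 to 19285000 in the other whole marrows. It had 1132 normalized counts of Car1 (others from 2237.5), 21.5 of Mc5r (others from 31.3), 1852 of Apol11b (others from 4090.3), 2728 of Cd74 (others from 6028), 1327 of H2-Aa (others from 2948) and 1205 of H2-Ab1 (others from 2133). Scaling of the whole library is a candidate explanation. The median log2 difference of all genes kept from the other whole marrows was −0.75, where Car1 differed by −1.09, Mc5r by −0.55, Apol11b by −1.24, Cd74 by −1.20, H2-Aa by −1.16 and H2-Ab1 by −0.89. The rest of the fall of Car1, Apol11b and the class II genes stays open.

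AML replicate 3 was the highest AML library in 5 genes. It had 1310.0 normalized counts of Tlr11, against 95.4 to 206 in the other AML libraries. It had 139510 of Cd74 (others 16908 to 34649), 85245 of H2-Aa (others 9470 to 24117), 77894 of H2-Ab1 (others 8368 to 21149) and 9598 of Ciita (others 1505 to 3125). Scaling was argued against, since the median log2 difference of all genes kept was −0.060 and that of Tlr11 was 3.27, with 0.570% of genes rising more. More dendritic cells in this library may contribute: the median of 16 dendritic cell genes, each centred on its mean over all libraries, was 2.82 in this library and −0.31 to 1.69 in the other AML libraries, and 11 of the 16 genes were highest here. All 16 passed the expression filter in these marrows, and 0 are in another list. The rise was not limited to dendritic cell genes, since B cell genes were also highest in this library, with a median of 1.62 over 17 genes against −1.40 to 1.29, which had been the first test of B cells and was met. Itgax and Clec10a, among the abundant dendritic cell genes, had 5575 and 3124 normalized counts here. More B cells as the main source was argued against, since with all Cd74 of whole marrow given to B cells the highest gene, Cd22, would account for 19.4% of Cd74 here, and the median gene for 3.08%. Cd79a, Cd79b and Ms4a1 had 1230, 1675 and 1417 normalized counts here and means of 992, 1520 and 884 in whole marrow, where Cd74 had 5381.5. This takes class II transcripts per B cell as in whole marrow, and B cells with far more of them each were not tested. Given to dendritic cells in the same way, the median of 16 genes accounts for 50.2%, and the highest, Fscn1, for 351%. Higher class II transcripts in the leukaemic cells, and monocytes and macrophages as a source, stay open and were not tested.

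AML replicate 1 was lowest for Pklr and Epx. Pklr was at 0, against 5.62 to 11.8 normalized counts in the other AML libraries, and Epx was at 1.27, against 20.98 to 52.9. Fewer erythroid cells in this library is a candidate explanation for Pklr, since the 19 erythroid genes had a centred median of −6.00 there and −3.36 to −0.70 in the other AML libraries. Fewer mast cells, basophils and eosinophils was argued against for Epx as a set, since the 12 other genes of that list had a median of −2.57, within the −3.56 to −0.59 of the other AML libraries. The low value of Epx stays open. Both genes had first been tested jointly, which required both lists to be lowest in this library; that joint test was not met, and the genes were then tested separately. All of these values of Pklr lie within a few times the floor of 3 reads.

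Whole marrow replicate 3 was highest for Hoxa7, at 58.4 normalized counts against 31.1 to 32.2. Scaling was argued against, since the median log2 difference of all genes was 0.23 and that of Hoxa7 was 0.87, with 3.73% of genes rising more. Background reads from DNA were argued against as well, since the background density gave 4.11 normalized counts over the exons of Hoxa7, and the excess was 26.9. No other explanation was tested.

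AML replicate 4 had the largest depth of its group, 35.1 M reads against 20.3 to 25.8 M reads. Reads on 7SK and signal recognition particle RNA made up 30.2% of its total, against 6.13% to 18.1% in the other AML libraries. These reads are a candidate explanation. Without them its depth was 24.5 M reads against 17.9 to 22.9 M reads, still the largest but no longer apart by the same test, with a Dixon ratio of 0.236 where it had been 0.627. The test first run, that this depth lie within the range of the others, was not met.

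Lineage-negative replicate 1 had the highest hemoglobin share of its group, 0.203% against 0.0119% to 0.0345%, and the lowest share of mt-Rnr2, 1.06% against 2.13% to 2.34%. Carry-over of mature blood cells may contribute to the first, since 14 late neutrophil granule genes had a centred median of −3.19, against −7.43 to −4.42 in the other lineage-negative libraries, and 12 of the 14 were highest here. It did not extend to all mature cells. B cell genes were at −2.32, within −3.11 to −1.55, and T and NK cell genes at −1.63, within −1.98 to −0.83. Over 52 genes of mature lineages, the test run first, the median was −2.43, within −3.02 to −1.54. Removal of ribosomal RNA was argued against for the second, since mitochondrial protein-coding transcripts were also lowest, at 0.251% against 1.43% to 1.54%, while mt-Rnr1 was highest, at 0.399% against 0.215% to 0.352%. In lineage-negative replicate 3, Apol11a had 0.881 normalized counts where the other lineage-negative libraries had 0, and all of these lie under the floor.

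Outside the comparisons, olfactory and vomeronasal receptor genes had a mean of 9.62 normalized counts in whole marrow, against 0.384 to 0.499 in the lineage-negative libraries. Expression of a few receptor genes was argued against, since in each whole marrow library at least 70.2% of 4042 silent genes other than receptors had a read. Deeper sequencing was argued against, since the deepest whole marrow library had 17.2 M reads, fewer than any library of the other groups. Genomic DNA in the libraries is a candidate explanation. Silent genes on the X chromosome had 0.485 to 0.559 of the read density of silent autosomal genes in the 4 whole marrows, which had Y-linked transcripts and no Xist above background. In AML replicate 6, which had Xist, the ratio was 1.06 (95% interval 0.883 to 1.30), and the comparison with Xist rests on this library alone. The background amounted to 0.784% to 2.84% of the total over exons in whole marrow and 0.200% in AML replicate 6. The ratio in AML replicate 5, without Xist, was 0.515 (0.341 to 0.727). In all libraries but the whole marrows and AML replicate 6 the median silent autosomal gene had no read, and the ratios, 0.390 to 1.69, rested on few reads. AML replicate 7, with Xist, had 0.504 (0.248 to 0.905), which did not follow the X copy number.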

How the results depend on the processing

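The edgeR and DESeq2 tests were not run, because the reads behind the values are estimates. Size factors recomputed on the genes kept, background subtraction, voom and the Xist covariate were chosen after seeing the data. For the changes given here the cause was not tested, except where the setting itself leaves fewer genes or moves the median of all genes.

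Genes higher in AML than in whole marrow (5167), higher in lineage-negative than in whole marrow (6266) and higher in AML than in both normal groups (1363) fell with every change of scaling. They were 896, 2076 and 534 with TMM, 2474, 4133 and 678 with quantile scaling, 961, 2178 and 561 with recomputed size factors, 1328, 2460 and 627 after background subtraction with TMM, and 757, 2080 and 471 with voom. Testing all genes with a non-zero value raised the lower genes to 11289 for AML and 12497 for lineage-negative marrow, both against whole marrow. For AML against lineage-negative marrow the same setting gave 2539 lower genes, where the main fit gave 2373. The number of genes tested therefore does not by itself account for the jump against whole marrow. Keeping genes with a mean of at least 50, and so fewer genes, gave 460 and 1244 for these, 2225 higher in AML than in lineage-negative marrow, 285 lower than both normal groups, and 6 calls among the 22 tests of fixed genes. Counts stayed within 1.5 times their value with pseudocounts of 0.1 and 5, fits of 2 groups, the robust variance model, array weights, no sex-linked genes and the Xist covariate. With the replicate number as a replicate block, AML against whole marrow gave 5304 higher and 2214 lower genes. Differences between libraries that share a number had r from −0.288 to 0.171 across genes, with no comparison above 0.1 throughout, so the numbers were not taken to pair the samples.

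Camera with an estimated correlation called 0, 0 and 0 lists in the 3 comparisons, with 5, 5 and 3 at an unadjusted p under 0.05. The difference in spread between AML and whole marrow, 21.4 in the main fit, was 48.2 with a pseudocount of 0.1 and 10.6 with 5. It was −7.02 with all genes, 6.12 with a mean of at least 50, 1.57 with quantile scaling and 27.1 with TMM. That from lineage-negative marrow was 4.93 with a mean of at least 50 and 31.1 with all genes, against 16.7. Exact p-values for the difference from whole marrow ranged from 0.00833 to 0.375 over the leave-one-out fits.

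Single genes changed direction against whole marrow with the scaling. Hoxa5 was −0.22 with TMM, −0.195 with recomputed size factors and −0.217 with voom. Meis1 was −0.114 with TMM, −0.202 with quantile scaling, −0.087 with recomputed size factors, −0.057 after background subtraction and −0.074 with voom. Pbx3 was −0.541, −0.579, −0.515, −0.504 and −0.545 in the same order, and −0.073 with the Xist covariate. List medians relative to all genes also turned. With all genes, which lowers the median they are set against to −0.21 for AML and −0.43 for lineage-negative marrow, the lists against whole marrow were 0.635 (Hoxa), 0.201 (mitosis), 0.321 (early neutrophil), 0.025 (late neutrophil) and 0.793 (fixed genes) for AML, and 0.487 (megakaryocyte), 0.688 (mitosis) and 0.009 (monocyte) for lineage-negative marrow. The fixed genes were 0.019 with a mean of at least 50, and the Hoxa list 0.459 with quantile scaling.

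Across the 15 fits that each left out one library, genes higher in AML than in whole marrow ranged from 3179, without whole marrow replicate 1, to 5844, without whole marrow replicate 2. The difference in spread ranged from 12.3, without whole marrow replicate 3, to 39.0, without whole marrow replicate 1. Pbx3 ranged from −0.008 to 0.321, the Hoxa list from −0.515 to 0.06, lineage antigens from −0.072 to 0.453 and the fixed genes from −0.2 to 0.06. The other gene and list counts stayed within 1.5 times their value. Over all alternatives, single genes gave 1808 unchanged results, 54 weaker, 4 stronger and 15 reversed, and lists 1004, 55, 28 and 14.

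Depth limits genes near the floor of 1.96 to 4.09 normalized counts, such as Nkx2-3 in AML. The shallower whole marrow libraries, from 11.4 M reads, limit the detection of low transcripts in that group, and their background hides falls to 0.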

Other observations

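The tests of lineage-negative marrow for the shift of all genes, of Xist with Y-linked transcripts, and of the share of Cd74 that B cells account for, were chosen only after the result was seen, and the lists of MHC class II and dendritic cell genes were written after the data had been seen.

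Other splits of the samples gave far fewer calls. In fits of the 2 groups alone, AML and whole marrow gave 7228 calls, and of 100 splits drawn from 330, only 1 gave as many, the real one, with 92 calls in the next. AML and lineage-negative marrow gave 5577 calls, reached in 1 of 100 splits, with 99 in the next. Lineage-negative and whole marrow gave 9932 calls, reached in 1 of all 35 splits, with 0 in the next.

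The median log2 difference of 0.67 between AML and whole marrow was 0.015 with size factors of the same type computed on the genes kept. Such factors centre the median of the same genes by construction. Size factors that rest on genes with few reads and a real shift therefore cannot be told apart, since the table holds no transcripts of known amount. A rise of all transcripts in AML alone was argued against, since lineage-negative marrow showed a median of 0.59 against whole marrow. How the background in whole marrow enters the factors was not tested.

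All 15 libraries had either Xist or all 4 Y-linked transcripts and not both, consistent with the sex of the mice as the source of these differences. The summed Y-linked transcripts were 0 to 1.69 normalized counts in the 6 libraries with Xist and 1632 to 5262 in the other 9. Sex as the reason for the calls between AML and whole marrow was argued against, since 84.04% of the genes called were also called with Xist as a covariate. Sex and group remain unequal, with Xist in 5 of 7 AML and 0 of 4 whole marrow libraries.

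MHC class II transcripts were higher in AML than in both normal groups, by medians of 2.25 and 6.02 relative to all genes against whole and lineage-negative marrow, with 8 of 8 genes called in each, and 7 of 8 against whole marrow with TMM. The AML mean of Cd74 was 43296 normalized counts, and 27260 without replicate 3. More B cells in AML was argued against, since B cell genes had a median of −3.38 against whole marrow, although 2.62 against lineage-negative marrow with 12 of 17 called higher and 1 lower. If all Cd74 of whole marrow came from B cells, the B cell gene with the highest ratio of means, Cd22, would account for 23.1% of Cd74 in AML, and the median gene for 4.31%. This takes class II transcripts per B cell as in whole marrow. Given to dendritic cells in the same way, the median of 16 genes accounts for 53.3%, and the highest, Batf3, for 341%. More dendritic cells may contribute, since the median of 16 dendritic cell genes was higher than in both normal groups. The relative difference was 1.21 against whole marrow, or 1.20 with TMM, and 2.88 against lineage-negative marrow. With genes under the floor at their bound, the median log2 difference against lineage-negative marrow was 2.75, where the fitted one was 2.91. Against whole marrow camera gave an adjusted p of 0.0561 for this list, and 0.00343 with TMM. Fry called it under both scalings, with 0.000742 and 0.0112, and 11 of 16 genes were called higher. Among the abundant dendritic cell genes, Sirpa had 11945 normalized counts in AML against 5950.3 in whole marrow, and Tcf4 had 2883 against 926. With TMM the log2 differences of Sirpa and Tcf4 were 0.335 and 0.82, and 7 of the 16 dendritic cell genes were called higher. The rise was not limited to dendritic cell genes. Monocyte and macrophage genes were also higher in AML, by 1.25 against whole and 2.13 against lineage-negative marrow. Monocytes and macrophages as a source of class II transcripts, and higher transcripts per leukaemic cell, stay open and were not tested. Between the normal groups the medians were −3.70 for class II and −1.45 for dendritic cell genes.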
